A study of Mus musculus with 6 samples. Its data were reported in "Prevention of Cholestatic Liver Disease Through BCL6-FXR Enterohepatic Crosstalk" (2025).

How the data were processed

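FXR ChIP-seq was performed on male mouse liver of 2 genotypes. Bcl6fl/fl mice carry floxed Bcl6 alleles and served as the control, written WT here. Bcl6LKO mice carry the same alleles with the albumin-Cre transgene, which deletes Bcl6 in hepatocytes, written LKO here. BCL6 is a transcriptional repressor, and FXR is a nuclear receptor that senses bile acids. Each genotype had 2 FXR ChIP libraries and 1 input library, which is sonicated chromatin sequenced without immunoprecipitation. All 6 samples were assigned to their groups from their labels.

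Per the labels and the methods of the study, the authors crosslinked liver chromatin with DSG and formaldehyde, immunoprecipitated FXR with antibody E4B8P, and sequenced single-end reads. Reads were aligned to mm10 with Bowtie, and unique alignments were kept. Tag directories were made with HOMER at a stated limit of 1 tag per position. Per the file headers, the authors called peaks with HOMER in factor style on the 2 pooled ChIP libraries of a genotype against its input. They then ran DESeq2 on the ChIP libraries against input, scaled to library totals, and kept peaks with an adjusted p-value under 0.05 and a log2 fold change over 1. Software versions were not stated. The deposited table of each genotype therefore holds 1 list of peaks per genotype and no list per replicate, and all its peaks had passed that filter.

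Each deposited table gives a value per peak for each library. The file headers call these tag counts, but the deposited values are not whole numbers and some are negative, as on a log2 scale. They were taken as the regularized log2 tags of the authors' DESeq2 run, fitted jointly over the 3 libraries of a table. This transform shrinks low values towards each other, so libraries of the same table appear more alike than libraries of different tables. The deposited Peak Score is a signal, the tags of the pooled ChIP libraries scaled to 10000000. The deposited p-value and adjusted p-value compare ChIP with input, and they are the authors' own. Score, fold change and p-value were used only within their own list. Annotation class, nearest gene and distance to the transcription start site (TSS) are those of the authors.

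The tables were normalized separately, so their values are not on a common scale. The planned test of shared peaks between genotypes had been made conditional on a common scale, and it was not run. Levels set across the tables are descriptions without a test. As a scale chosen after seeing the data, each table was divided by the mean total of its 3 libraries, giving estimated tags per 10000000 library tags, called the library-total scale. For single peaks, levels are given relative to the median of the shared peaks in the same library, and are written as mean ± SD of 2 libraries.

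Library totals were read from the file headers. The ChIP libraries held 19022618 tags (WT replicate 1), 2883717 tags (WT replicate 2), 21287263 tags (LKO replicate 1) and 22637613 tags (LKO replicate 2). The inputs held 6964271 (WT) and 6935001 (LKO) tags. From these totals and the log2 values, the median peak was estimated to hold 40.1 tags in WT replicate 1, 9.0 in WT replicate 2, 36.7 in LKO replicate 1 and 34.1 in LKO replicate 2. The WT values of replicate 2 therefore carry more counting error than the others. Intervals on shares are 95% Wilson intervals, which cover counting error over peaks and not variation between mice.

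Peaks of the 2 lists were called shared when they overlapped by at least 1 bp, and the rest were called WT-only or LKO-only. Each overlap was set beside 100 random placements of the other list on the same chromosomes. Peak strength was the mean of the 2 log2 ChIP values in the same table. The FXR motif was an inverted repeat with a 1-base spacer (IR1), AGGTCANTGACCT, with at most 2 mismatches in its 12 scored bases, within 100 bp of the peak centre. Windows of the same size 2 kb away gave the background. Sequence came from the GRCm38.p6 assembly, which has the coordinates of mm10. All peaks lay inside its chromosomes, and the authors' TSS distances matched its RefSeq annotation within 2 bp for 93.4% of WT and 93.3% of LKO peaks with a matched transcript. Motif shares of peak sets were compared within 20 strata of strength by 10000 permutations, two-sided.

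Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and the code was tested on simulated data. Of 6247 planted overlaps, 100% were recovered, and 0% were called among 4923 peaks placed away from the list. Of 5000 planted IR1 motifs, 100% were found, while 0.68% of 5000 random windows were called. The stratified permutation gave a ratio of 1.02 with no effect planted and 1.52 with a 1.5-fold effect planted, each over 10000 simulated peaks.

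The peaks named were set by a rule fixed before the data were examined: peaks assigned to 13 bile acid genes, with full values for Nr0b2, Abcb11 and Klb; the 3 shared peaks with the highest WT mean; and the 3 strongest WT-only and LKO-only peaks. A further part of the rule, shared peaks past the test between genotypes, named none because that test was not run. Alternatives covered the overlap rule, peak strength, list length, sex chromosomes, the motif rule, the promoter rule, the scale of the tables and each replicate left out in turn.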

Results

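FXR binding was measured by ChIP-seq in livers of Bcl6fl/fl (WT) and Bcl6LKO (LKO) male mice, with 2 ChIP libraries and 1 input library per genotype. The comparison asks whether the set of FXR binding sites changes when hepatocytes lack BCL6. Depth differed between libraries. WT replicate 2 held 2883717 tags, against 19022618 in WT replicate 1, 21287263 in LKO replicate 1 and 22637613 in LKO replicate 2. WT replicate 1 supplied 86.8% of the pooled WT tags. Peaks were called by the authors on pooled replicates, so peak counts and overlaps have no replicate spread.

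The WT list held 20040 peaks of 211 bp and the LKO list held 12495 peaks of 205 bp. The WT list was 1.60 times as long, although the pooled LKO libraries held 2.01 times as many tags. Requiring at least 10 estimated tags in both replicates moved the WT count most, to 8864, and left 12445 LKO peaks, so that the LKO list was then the longer one. The limit fell mainly on the shallow WT replicate 2, in which the median peak was estimated at 9.0 tags.

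The lists shared 9918 pairs of overlapping peaks. These made up 49.5% of WT peaks (95% Wilson interval 48.8 to 50.2%) and 79.4% of LKO peaks (78.7 to 80.1%). Random placement gave means of 0.214% and 0.356%, and at most 0.279% and 0.528%. The median distance between the centres of a pair was 17 bp. Taking the strongest peaks so that the lists had the same length moved both shares most, to 68.3%. Overlap rose with peak strength in both lists. It was 11.1% (9.82 to 12.6%) in the weakest decile of WT peaks and 95.3% (94.2 to 96.1%) in the strongest decile. The LKO shares ran from 52.0% (49.2 to 54.7%) to 97.6% (96.6 to 98.3%).

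**Figure D1:**
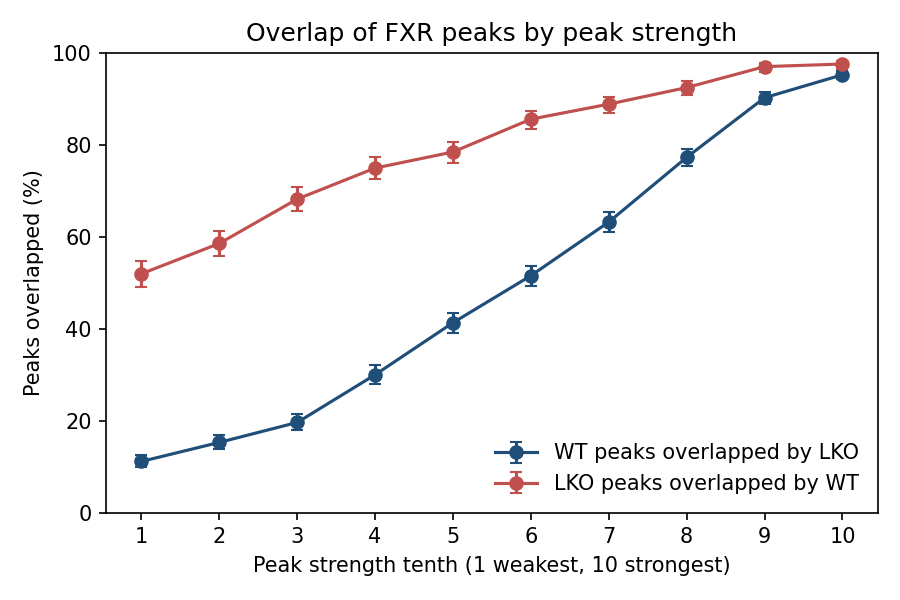
Share of peaks overlapped by the other genotype's list (%, y axis) in each decile of peak strength (x axis, 1 weakest to 10 strongest), with 95% Wilson intervals as bars, WT in blue and LKO in red. The WT share rises from 11.1% to 95.3% and the LKO share from 52.0% to 97.6%.

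Replicates of a genotype were compared within their own table, across peaks, which are not independent replicates. Pearson's r of the log2 values was 0.862 over the 20040 WT peaks and 0.896 over the 12495 LKO peaks, and Spearman's rho was 0.827 and 0.841. The SD of the log2 ratio of replicate 2 to replicate 1 was 0.59 in WT and 0.45 in LKO. Restricting to peaks at or above the median strength moved it most, to 0.45 in WT and 0.35 in LKO. WT replicate 2 lay above WT replicate 1 at 84.7% of peaks, with a median log2 difference of 0.57. In LKO the median difference was -0.17.

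Peaks found in one list only were weaker than shared peaks of the same table. In WT, median log2 tags were 5.01 in shared and 3.79 in WT-only peaks for replicate 1, and 5.53 and 4.41 for replicate 2. In LKO they were 5.04 and 4.34 for replicate 1, and 4.85 and 4.16 for replicate 2. The gap was thus 1.22 and 1.12 in the WT replicates and 0.70 and 0.69 in the LKO replicates, and the replicates of each genotype went the same way. Averaged over replicates, it was 1.17 in WT and 0.69 in LKO, and means in place of medians moved it most, to 1.22 and 0.78.

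The level of FXR tags at shared peaks could be set across genotypes only as a description, since the tables were normalized separately. On the deposited scale, the median log2 ratio of LKO to WT over the 9918 shared peaks was -0.30. Pairs of single libraries gave 0.060, -0.12, -0.47 and -0.65, and only the pair of replicate 1 libraries lay above 0. The sign on this scale also carries a difference in depth. Estimated from the strongest decile of peaks, the deposited values referred to 94.4% of the mean library total in WT and 98.9% in LKO. That mean total was larger in LKO, which raises LKO values on the deposited scale. Without WT replicate 2 the ratio was -0.046, without WT replicate 1 it was -0.58, and without LKO replicate 2 it was -0.20. Its size thus varied with single libraries, in particular with either WT replicate. The pooled SD of the library medians was 0.28, and no library left out moved the ratio by more than that. Dividing each table by its mean library total, a scale chosen after seeing the data, moved the ratio most, to -1.12. On that scale the pairs of single libraries ranged from -1.46 to -0.76, all below 0. The library medians were 5.33 ± 0.37 in WT and 4.18 ± 0.14 in LKO (SD, n = 2). Averaged over replicates, 95.5% of shared peaks stood lower in LKO. Shared peaks held an estimated 4.78% and 7.21% of tags in WT replicates 1 and 2, and 2.86% and 2.57% in LKO replicates 1 and 2. No test between genotypes was run.

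The authors' annotation placed 11.4% of WT peaks (11 to 11.9%) and 11.3% of LKO peaks (10.7 to 11.8%) in promoters, a difference within the intervals. Introns held 46.5% and 47.4%, and intergenic sequence held 35.3% and 34.3%. Counting peaks centred within 1 kb of a TSS moved the promoter shares most, to 16.7% and 16.6%.

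An IR1 motif lay within 100 bp of the centre of 11.8% of WT peaks (11.4 to 12.3%) and 16.2% of LKO peaks (15.6 to 16.9%). Windows 2 kb away had one in 0.893% and 0.872%. Shared peaks carried it in 16.6% (WT coordinates) and 16.8% (LKO coordinates). WT-only peaks carried it in 7.16% (6.68 to 7.68%) and LKO-only peaks in 14.2% (12.9 to 15.6%). Requiring an exact match, an alternative chosen after seeing the data, moved the shares most, to 0.230% in WT and 0.288% in LKO, and at most 1 mismatch gave 2.46% and 3.55%.

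**Figure D2:**
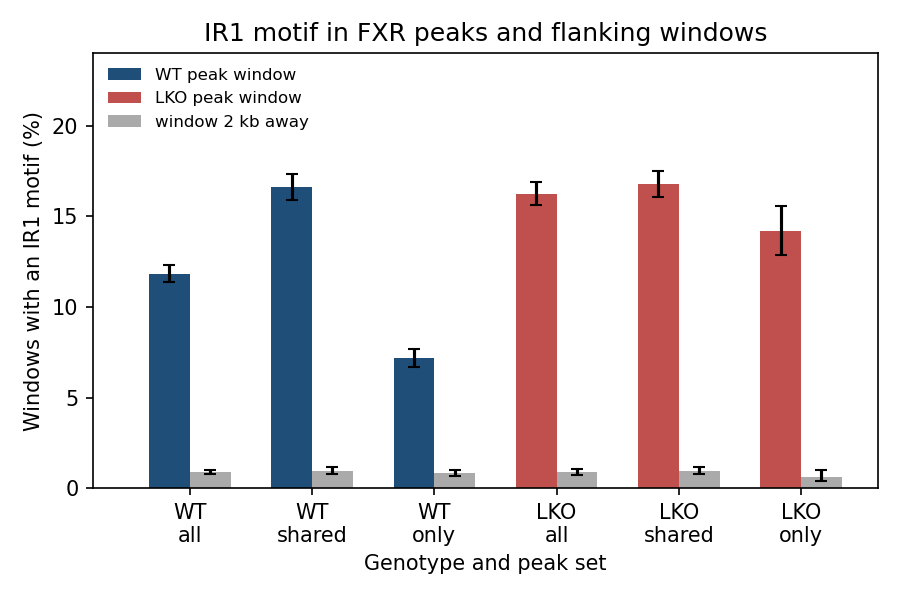
Share of windows with an IR1 motif (%, y axis) in all, shared and single-list peaks of WT (blue) and LKO (red), and in windows 2 kb away (grey), with 95% Wilson intervals as bars. WT-only peaks stand at 7.16%, below the shared peaks of both genotypes and above their flanking windows.

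Bile acid genes were examined for the binding assigned to them. Of 13 genes, 13 had a WT peak and 12 had an LKO peak. The authors' annotation assigned them 38 WT and 23 LKO peaks, and all 23 LKO peaks overlapped a WT peak. Fgfr4 had a WT peak only, on chromosome 13 at 55153020-55153230 (mm10) in intron 1, 307 bp from the TSS. Its input value of 2.93 log2 tags exceeded the 95th percentile of the WT list, 1.85, and its adjusted p-value in the authors' deposited table was 0.0451. By the estimate used for the ChIP libraries, the 95th percentile of input in either list amounts to only a few tags.

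At Nr0b2, which encodes SHP, both lists held 3 peaks. The strongest lay downstream of the gene on chromosome 4 at 133557486-133557696, annotated to the transcription termination site. Relative to the shared-peak median of the same library, and with the tables on separate scales, it stood at 3.50 ± 0.43 in WT and 3.36 ± 0.19 in LKO (log2, SD, n = 2). The promoter peak at 133552953-133553163, 318 bp upstream of the TSS, stood at 2.56 ± 0.25 in WT and 2.55 ± 0.0089 in LKO. These differences were smaller than the pooled SD. The intergenic peak at 133563351-133563561 stood at 0.082 ± 0.14 in WT and 0.50 ± 0.022 in LKO, a difference of 0.42 against a pooled SD of 0.099.

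At Abcb11, which encodes BSEP, both lists held 1 peak in the promoter, on chromosome 2 at 69342571-69342781 in WT, 60 bp upstream of the TSS. It stood at 2.23 ± 0.040 in WT and 2.23 ± 0.32 in LKO. An IR1 site with 1 mismatch, AGGTCAATGGCCT, lay inside it at 69342667-69342679. Its LKO input value of 2.53 log2 tags was slightly above the 95th percentile of the LKO list, 2.49, while its WT input value was 0.0066. The LKO value rests on only a few estimated input tags.

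At Klb, which encodes the FGF15 co-receptor beta-Klotho, WT had 5 peaks and LKO had 3, all in intron 1. The strongest, on chromosome 5 at 65367964-65368174, stood at -0.16 ± 0.22 in WT and -0.59 ± 0.36 in LKO, a difference of -0.43 against a pooled SD of 0.30. Over the 23 shared peaks of the bile acid genes, 7 stood higher in LKO by more than the pooled SD, 7 stood lower, and 9 differed by less. The differences ranged from -0.83 to 1.36. With separate normalization and 2 libraries per genotype, none was tested.

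**Figure D3:**
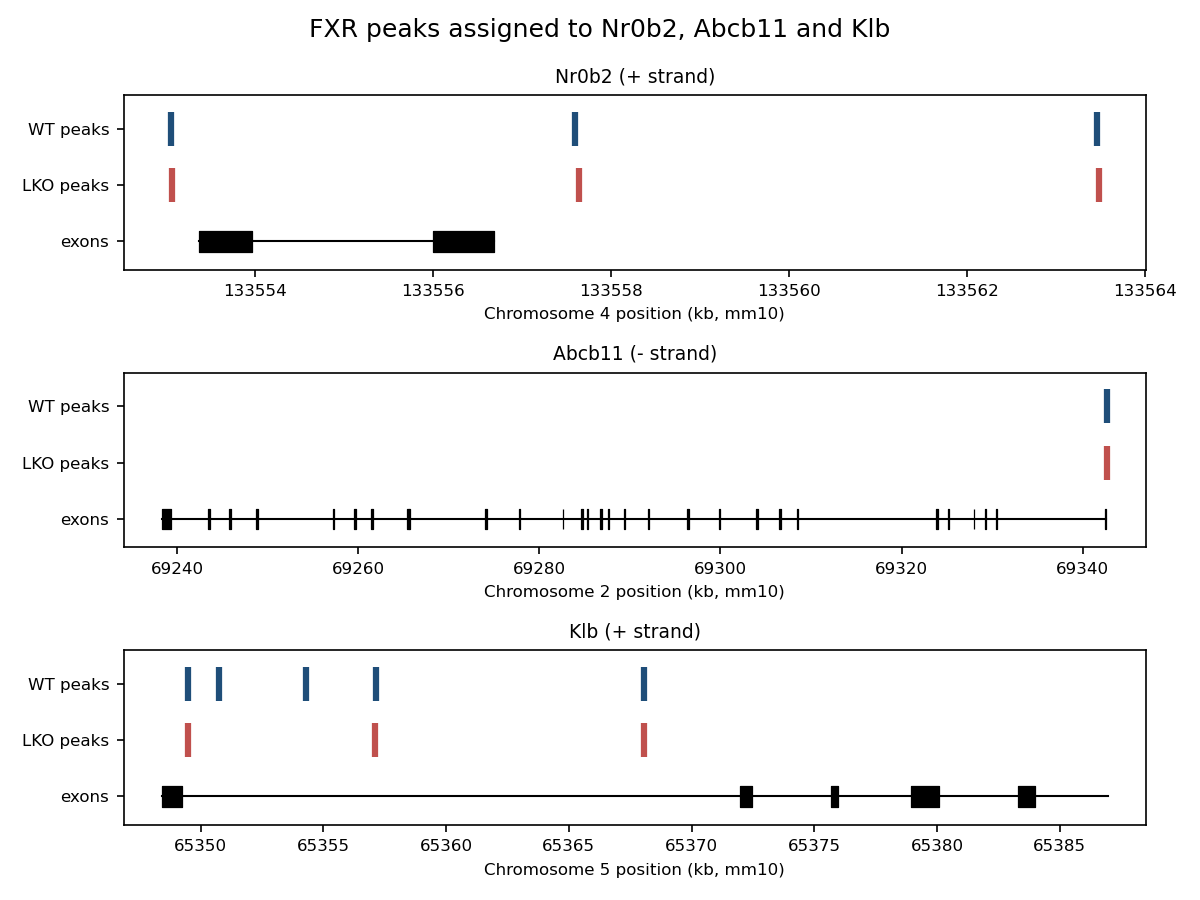
Positions of FXR peaks assigned to Nr0b2, Abcb11 and Klb in mm10 (x axis, kb), with WT peaks in blue, LKO peaks in red and RefSeq exons in black. Ticks mark peak centres and are not drawn to the width of the peaks; Nr0b2 has 3 peaks in both lists, Abcb11 has 1 in both, and Klb has 5 in WT and 3 in LKO.

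The 3 shared peaks with the highest WT mean were nearest to Ptgds, Fcna and Arhgef7. The Ptgds peak, intergenic on chromosome 2 at 25472674-25472884, stood at 4.72 ± 0.65 in WT and 4.53 ± 0.18 in LKO. The Fcna peak, in the promoter on chromosome 2 at 25628727-25628937, stood at 4.34 ± 0.60 and 3.73 ± 0.11. The Arhgef7 peak, in intron 1 on chromosome 8 at 11754811-11755021, stood at 3.93 ± 0.42 and 3.95 ± 0.090.

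The 3 strongest WT-only peaks lay in intron 4 of Chl1 (chromosome 6, 103649106-103649316) and in intergenic sequence nearest to Mir101c (chromosome 9, 3002031-3002241 and 3023425-3023635). Their input values were 4.64, 5.72 and 3.91 log2 tags, all above the 95th percentile of 1.85. Repeat sequence, soft-masked in the assembly, covered 33.6% of the Chl1 peak and 100% and 98.1% of the peaks nearest to Mir101c. The strongest LKO-only peak (chromosome 17, 27119946-27120150) lay in an intron of another transcript, with Uqcc2 as its assigned gene and an input value of 0.44. The next 2, assigned to Sfi1 (chromosome 11, 3161412-3161616) and Pisd-ps1 (chromosome 11, 3147554-3147758), were intronic and had input values of 5.69 and 4.90, above the LKO 95th percentile of 2.49.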

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

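Under the stricter strength threshold, peak counts fell to 10020 in WT and 6250 in LKO by construction. With at least 10 estimated tags in both replicates, 8864 WT peaks remained, because WT replicate 2 was shallow, while the LKO count of 12445 stayed within 1.5 times of the main count. The depth of WT replicate 2 limits any statement about weak WT peaks.

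The share of WT peaks with an LKO peak was 53.0% under the stricter threshold, 48.6% for both the reciprocal 50% overlap and centres within 100 bp, 51.4% with a gap of up to 500 bp, 68.3% with lists of the same length, and 46.1% under the 95th percentile of input, an alternative chosen after seeing the data. The LKO shares were 85.0%, 77.9%, 77.9%, 81.2%, 68.3% and 73.9% in that order. List length moved both shares towards each other because equal lists with the same pairs have equal shares. Autosomes alone moved neither share beyond its interval.

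The promoter share was 13.1% in WT and 12.8% in LKO under the stricter threshold, and 16.7% and 16.6% within 1 kb of a TSS. The IR1 share was 15.4% and 21.5% under the stricter threshold, 2.46% and 3.55% at 1 mismatch, and 0.230% and 0.288% for an exact match, which was chosen after seeing the data. A motif anywhere in the peak moved neither IR1 share beyond its interval. Among peaks at or above the median, Pearson's r of replicates rose to 0.872 in WT and 0.915 in LKO. The SD of the log2 ratio fell to 0.45 and 0.35. Spearman's rho went the other way and fell to 0.780 in WT and 0.831 in LKO, so the measures of agreement did not all improve. The gap between shared and LKO-only peaks was 0.78 with means in place of medians. For these results the cause was not tested.

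The median log2 ratio of LKO to WT was -0.0036 when libraries had the same sum over shared peaks, and 0.026, with the sign reversed, when they had the same median. Both settings remove a difference in level by construction. It was -1.12 on the library-total scale, which was chosen after seeing the data. It ranged from -0.58 to -0.046 across the 4 values that each left out a replicate, where -0.046 came from leaving out WT replicate 2, -0.58 from leaving out WT replicate 1 and -0.20 from leaving out LKO replicate 2. On the library-total scale the same 4 values ranged from -1.39 to -0.86. The size of the ratio depends on the scale, and the deposited scale carries the difference in mean library total between the tables. Leaving out single libraries moved it by less than the pooled SD of the library medians, which on the deposited scale still brought it to -0.046.

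Of 48 recomputed values, 32 moved past the interval or the spread between replicates, 1 reversed and 15 did neither. A further 15 alternatives fixed before the data were examined were not run. Of these, 13 belong to the test of shared peaks between genotypes, which was not run because the tables were normalized separately. A pseudocount of 5 could not be applied to values already on a log scale. No paired analysis was possible because no test was run between the genotypes, whose tables were normalized separately.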

Other observations

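The tests of depth, the filter, immunoprecipitation, calling limit, input signal at strong peaks, repeat sequence over most of a peak, counting noise and the tag limit were chosen only after the result was seen. The strength-matched IR1 comparisons and the counts of non-overlapping peaks were exploratory, while the tests of the BCL6 motif, of IR1 against windows 2 kb away, of mean soft-masked sequence, and of input and replicate 1 strength behind the IR1 ratio were set down before their results were seen. The limit by which the BCL6 motif tests were read, an interval that excludes a 1.5-fold excess, was set after the counts were seen.

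The WT list was longer than the LKO list. Depth argues the other way, since the pooled LKO libraries held 2.01 times as many tags. The filter against input also argues the other way. Peak names number the peaks before that filter, and the highest numbers give at least 40818 WT and 19288 LKO peaks, a ratio of 2.12 against 1.60 after it. On the library-total scale, shared peaks stood lower in LKO by a median log2 ratio of -1.12. A difference in immunoprecipitation between libraries and an effect of the genotype cannot be told apart here, because each genotype has 2 libraries and its own table.

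Of the WT peaks, 10122 had no LKO peak. Overlap reached 95.3% in the strongest decile, which is consistent with many unmatched peaks lying near the calling limit. WT-only peaks carried IR1 in 7.16%, 8.63 times as often as windows 2 kb away, which argues against a list wholly without the FXR motif. Most WT-only peaks had no IR1 under this rule, as had most shared peaks. Peaks poor in the motif therefore stay possible as part of the difference. The BCL6 motif TTCYWRGAA was 1.00 times as frequent in WT-only peaks as in shared WT peaks of the same strength (196 peaks, permutation p = 0.768, adjusted p = 0.878 over 8 motif tests). This argues against a difference in the content of this motif. It lay in 1.94% of WT-only and 1.78% of shared WT peaks, against 1.64% of windows 2 kb away in both sets. With the motif so near background in both sets, the ratio cannot decide on BCL6 binding.

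Strength as measured in the WT table did not account for the motif content of WT-only peaks. They carried IR1 0.546 times as often as shared WT peaks of the same strength, 725 peaks against 1329 expected (permutation p = 0.0002, the smallest these permutations can give; adjusted p = 0.00053). LKO-only peaks went the other way, at 1.31 times (365 peaks against 278 expected, permutation p = 0.0002). The WT ratio was 0.558 among peaks at or under the 95th percentile of input, and 0.547 when strength came from replicate 1 alone, which argues against high input signal and against strength misjudged by the shallow replicate 2. Matching on measured strength carries its counting error, so a remaining difference in true strength is not excluded. An effect of the genotype stays open and untested, since the genotypes also differ in their libraries.

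Strong peaks present in one list only were often high in input. In the strongest decile, 74.7% of 95 WT-only peaks exceeded the 95th percentile of input, against 19.6% of shared peaks, and in LKO it was 53.3% of 30 against 23.3%. High input signal may therefore lie behind many of them, although the limit itself amounts to only a few estimated input tags. Soft-masked repeat sequence was higher in strong WT-only peaks by 4.32 percentage points on average (permutation p = 0.0114), and by 0.119 in LKO (p = 0.906), so the comparison was met in only 1 list and leaves open a minor part for repeats. Of the strong WT-only peaks, 9.47% were masked over most of their length, against 2.78% of the strong shared WT peaks. In LKO it was 0% of 30 LKO-only peaks (95% Wilson interval up to 11.4%) and 2.70% of shared peaks. Repeats thus do not cover most of the strong peaks of either list alone, though such peaks were more frequent among those of WT.

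WT replicate 2 lay above WT replicate 1. The median log2 difference was still 0.65 in the strongest decile, where counting noise is smallest, which argues against noise of the shallow library. By the estimated tags, 131 WT peaks held more replicate 1 tags than 1 per position and strand allows, and in the pooled scores 16 WT and 46 LKO peaks did. The stated limit of 1 tag per position is thus not seen in these values, and saturation under it is argued against. By the library-total scale, shared peaks held an estimated 7.21% of tags in WT replicate 2 and 4.78% in WT replicate 1. Replicate 2 was thus the more enriched library at these peaks. Why it was so was not found, and no biological explanation was tested.

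After each library was centred on its shared-peak median, the LKO and WT values did not overlap at 55.1% of shared peaks. Splits that mixed the genotypes gave 23.0% and 21.97%, and 33.3% is given by chance. Joint fitting within a table draws its libraries together, so this excess cannot be read as a genotype effect. By a gap of over 1 in log2, 213 peaks stood higher and 94 lower in LKO. The splits that mixed the genotypes gave 2 and 1 such peaks (replicates 1 against replicates 2) and 1 and 1 (crossed). Joint fitting applies to these counts too, so their contrast cannot be read as a genotype effect either. IR1 lay in 24.4% of the 213 and in 23.4% of the 94. Against other shared peaks of the same strength, the ratio was 1.73 for the 213 (permutation p = 0.0002, adjusted p = 0.00053) and 1.28 for the 94 (permutation p = 0.248, adjusted p = 0.397). The difference between these sets was not tested, and their shares were close. The BCL6 motif ratio was 0.659 for the 213, resting on 3 peaks, and 0.531 for the 94, resting on 1 peak. These are too few to exclude an excess in the 213, so a role of that motif cannot be told apart from none.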
